A study of Mus musculus with 15 samples. Its data were reported in "Optimal CD8+ T cell effector function requires costimulation-induced RNA-binding proteins that reprogram the transcript isoform landscape" (2022).

How the data were processed

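Poly(A) RNA of CD8+ T cells was sequenced from 3 groups of mice. Cells of OT-I mice, whose T cell receptor recognises a peptide of ovalbumin, were given to recipient animals. These received the antigen with (Ag+Costim) or without (Ag) agonist antibodies against the costimulatory receptors OX40 and CD137, and spleen and lymph node cells were sorted. The labels give day 4 for this, and the study's text gives a shorter time in places. Naive cells came from OT-I mice without transfer. The labels list 15 libraries, 5 per group. Count columns of the 5 Ag and 5 Ag+Costim libraries were used. Naive counts were not analysed here, so the comparisons against Naive fixed before the data were examined were not run.

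The authors aligned reads to the mouse genome (mm10) with HISAT2, sorted them with Samtools and obtained gene and transcript counts with StringTie. The deposited values are estimated counts (expected counts), derived from read coverage and rounded to whole numbers, so their totals are not numbers of reads. No normalization had been applied to the deposited counts. The authors also ran Whippet on the raw reads. For each splicing event, their deposited table holds 1 fraction per group, the percent spliced in (PSI, between 0 and 1), with the libraries of a group already combined. The same deposited table holds the difference of the PSI values as a score, Ag minus Ag+Costim, and Whippet's probability of a difference, a score that is not a p-value. Its entropy score was not used here. A sheet of the sequencing facility gives lane 4 for all 15 libraries, with the fragment size and input concentration of each, so no difference in lane entered the comparisons.

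All 55536 gene and 141862 transcript identifiers were those of GENCODE release M21, version numbers included, and coordinates are mm10 from that annotation. Each gene's count equalled the sum of its transcripts' counts. In addition, the tables held 26248 entries with a number in place of a gene identifier, 96 spike-in entries and 1 further entry. The last 97 were at 0 in every library, and all were left out of totals and tests.

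Gene counts were tested with edgeR 4.0.16 (quasi-likelihood test, filterByExpr by group, TMM factors, robust dispersions) in R 4.3.3, with Benjamini-Hochberg (BH) adjustment over all genes tested and a threshold of 0.05. CPM values (counts scaled to a common library total) were scaled with the TMM factors unless stated here or elsewhere. Plain library totals were used for single marker, effector, sex and T cell genes, receptor genes, and entries with a number for an identifier. They were also used for the genes behind splicing events and those named for transcript usage. Standard errors are those of the fitted log2 fold change. The fit was to hold 15 libraries and held 10, so the alternative with only the groups compared is the same fit. DESeq2 1.42.0 (Wald test) and limma 3.58.1 (voom with a quality weight per library, chosen after the edgeR result was seen) were run beside it. Gene lists were written before the data were examined and tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. The lists hold splicing factors, canonical activation genes (NF-kB, AP-1 and NFAT members and Il2), cleavage and polyadenylation factors, cell cycle, ribosome biogenesis, proteasome, effector, naive and memory, ribosomal protein and sex genes and markers of B cells, erythroid cells, myeloid cells and CD4 T cells. A list's level in a library is its mean log2 CPM, compared between groups with a two-sided exact permutation test over the 252 assignments of 5 against 5 libraries, in which the smallest possible p is 0.0079. The 17 lists and parts of lists form one family for BH adjustment.

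Transcript counts were tested for changed usage with edgeR's diffSpliceDGE. A gene was called at a gene-level Simes BH under 0.05 if a transcript's mean share of the gene's counts differed by more than 0.1 as a fraction. Shares of counts on transcripts that the annotation types as nonsense-mediated decay or retained intron were taken per library over protein-coding genes and compared with the same exact permutation test. Since the PSI table has 1 value per group, no test across libraries could be applied to it, and the planned limma test of events, the test of per-library PSI means, the pairing and the leaving out of libraries for PSI values were not run. In their place, inclusion of core exons and retained introns and the use of distal 3' ends were computed in each library from the transcript counts, a measure chosen after the files had been seen. A core exon is included in the transcripts that contain it and skipped in those that span it. Distal end usage is the mean scaled position of a gene's annotated 3' ends weighted by counts, for ends at least 100 bases apart.

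The genes named were fixed by rule before the data were examined: up to 4 in each direction with BH under 0.05, at least 10 CPM in the higher group and no overlap between the groups, plus the genes that the study's text names. From the splicing factor list, the 5 with the largest fold change past the threshold were to be named, and none passed. For events, the rule also asked for a limma call, values per library and no overlap, which could not be applied, so the largest events past the authors' thresholds are given without them. For transcript usage, the 4 genes with the largest change of share were named.

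Both gene and transcript tests were tested on simulated data made from the real means, with 200 genes changed. With the spread of the Ag libraries in every library, edgeR called 40.0% of the changed genes and 2 unchanged ones in 22334 genes. With the spread of the Ag+Costim libraries it called 94.0% and 10 unchanged ones in 21081 genes. The simulated fold changes were larger than that of Tardbp and the median of the splicing list. Both groups were also given the same spread, unlike in the data. These rates therefore do not measure how often changes of that size would be found. The usage test called 67.0% of changed genes and 24 unchanged ones in 9897 genes with the Ag spread, and 96.5% and 26 in 9808 genes with the Ag+Costim spread.

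The alternatives tried were other tests, other scalings (DESeq2 size factors, total counts, upper quartile), no filter or a filter of at least 50 counts in at least 5 libraries, the replicate number as a block, and leaving out each library in turn. Among those added after the data had been seen are the weighted voom fit, a restriction to genes at 10 CPM or more, and thinning of all libraries to the depth of the smallest, which only for the splicing list had been written as a test before. Repeated fits used 100 of the 126 distinct splits of the 10 libraries. Totals ran from 59.6 M to 639.1 M (mega) estimated counts per library. A count of 0 allows up to 3 counts at 95% confidence, and such floors cover counting error only. Event types and PSI values have an unknown depth. Tables and permutation tests used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.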

Results

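The series asked how costimulation changes gene expression and RNA processing in antigen-specific CD8+ T cells that had been primed in vivo. Estimated counts of 10 libraries were compared, 5 from cells primed with antigen alone (Ag) and 5 from cells primed with antigen and costimulated (Ag+Costim). The Ag libraries held 324.2, 349.9, 59.6, 259.6 and 449.4 M (mega) counts (288.5 ± 145.1 M, SD, n = 5). The Ag+Costim libraries held 332.3, 455.5, 639.1, 411 and 407.9 M (449.2 ± 115.0 M, SD, n = 5). Between 20714 and 51778 genes had a count in the Ag libraries, and between 28727 and 30340 in the Ag+Costim libraries. No Naive counts entered these comparisons.

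Ag+Costim libraries were alike, whereas Ag libraries differed among themselves. Across genes, the correlation of log2 CPM lay between 0.956 and 0.961 for the 10 pairs of Ag+Costim libraries, between 0.773 and 0.968 for the 10 pairs of Ag libraries, and between 0.821 and 0.940 for the 25 pairs across groups. The first principal component held 61.2% of the variance and the second 9.1%. On the first, the Ag+Costim libraries lay between 34.6 and 78.2, and the Ag libraries lay on both sides of them, at -207.4, 211.1, -420.3, -128.4 and 261.8 for replicates 1 to 5. The common dispersion fitted by edgeR was 1.58 in Ag and 0.344 in Ag+Costim, a ratio of 4.58. Among the 8626 genes with a mean of 10 CPM or more the ratio was 9.58.

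To ask which genes costimulation changed beyond priming, Ag+Costim was compared with Ag in 24262 genes. Using edgeR's quasi-likelihood test, 0 genes passed a BH-adjusted p of 0.05, and 4501 had an unadjusted p under 0.05, of which 1915 were higher in Ag+Costim. The lowest BH value was 0.0808, for Rad23b, a gene outside the naming rule and picked after its values were seen (log2 fold change 1.22, SE 0.14), which rose from 28.1 ± 4.59 to 65.5 ± 6.35 CPM (SD, n = 5 per group). DESeq2 called 8064 genes, 931 higher and 7133 lower in Ag+Costim. The alternative that moved the count most was limma voom with a quality weight per library, a later choice, which called 12632 genes, 6241 higher and 6391 lower. In that fit Ag replicates 1 to 5 had weights of 1.42, 0.0986, 0.508, 2.00 and 0.0656, while the Ag+Costim libraries had weights between 1.70 and 3.35. Within Ag the weighted fit thus leaned most on replicates 1 and 4, whose low cell cycle levels are taken up below. The count therefore ranged from 0 to 12632 with the test. Of the genes called by DESeq2, 5026 lay under 1 CPM in both groups, 5020 of them lower in Ag+Costim, and 4148 were not tested by edgeR because of low counts. Among the 1207 genes called by DESeq2 at 10 CPM or more in the higher group, 862 were higher and 345 lower in Ag+Costim.

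The groups were also compared by overlap, which assumes no model of the spread. In 1086 genes every Ag+Costim library lay above every Ag library, and in 273 genes every one lay below. Together these were 5.60% of the genes tested, where chance gives 0.794%. Among the genes with a mean of 10 CPM or more, 976 were higher and 19 lower without overlap, 995 in all (11.5%). The balance moved with the scaling: 631 higher and 55 lower with DESeq2 size factors, 628 and 97 with total counts, and 322 and 128 with upper quartile scaling. Over all genes tested, upper quartile scaling reversed the balance, with 360 higher and 553 lower. The median log2 fold change of genes with a mean of 10 CPM or more was 0.24 with TMM, 0.12 with DESeq2 size factors, 0.00 with total counts and 0.02 with the upper quartile, so that each direction below is relative to this shift.

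**Figure D1:**
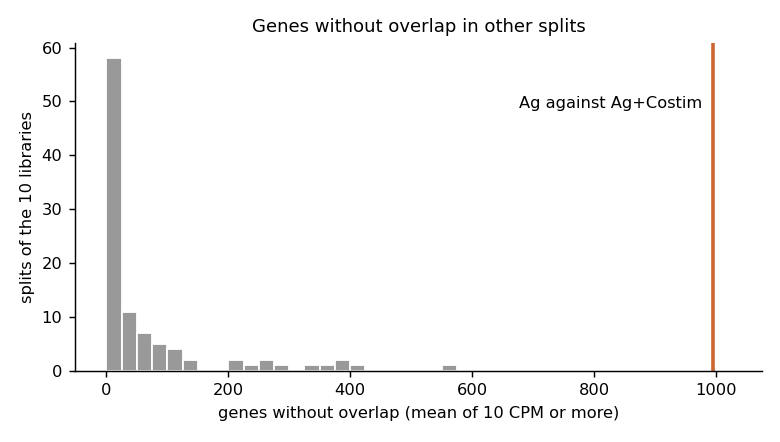
Number of genes with a mean of 10 CPM or more whose groups do not overlap (x axis), in 100 splits of the 10 libraries into 5 and 5 (y axis, number of splits; grey bars, splits other than the real one; line, Ag against Ag+Costim). The real groups gave 995 genes and the next split 555.

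As 0 genes passed the threshold in edgeR, the genes that met every other part of the naming rule were chosen after their values had been seen. Higher in Ag+Costim were Gm21982, Lmnb1, Npm3 and Fam129b, with log2 fold changes of 3.01, 1.99, 1.78 and 1.67 and BH values of 0.204, 0.191, 0.117 and 0.219 in edgeR. Lmnb1 (chromosome 18, 56707813 to 56753424) rose from 91.3 ± 67.6 to 363 ± 54.2 CPM (SD, n = 5 per group). Npm3 (chromosome 19, 45747734 to 45749591) rose from 15.7 ± 7.30 to 53.8 ± 6.79 CPM (SD, n = 5 per group). Gm21982 overlaps Haus5 and Rbm42, Npm3 overlaps Gm15491 and Fam129b overlaps Lrsam1, so that their counts are uncertain. Lower in Ag+Costim were Rapgef4, Gm37033, mt-Rnr1 and Ddit3, with log2 fold changes of -2.31, -1.86, -1.39 and -0.99 and BH values of 0.195, 0.144, 0.134 and 0.154 in edgeR. Ddit3 (chromosome 10, 127290774 to 127296288) went from 14.5 ± 4.997 to 7.33 ± 1.01 CPM (SD, n = 5 per group) and overlaps Mars. Gm37033 lies within Itpkb, and Rapgef4 overlaps antisense genes. DESeq2 gave all 8 an adjusted p under 0.05, the highest being 0.0172 for Fam129b.

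The RNA-binding protein gene Tardbp (ENSMUSG00000041459.15, chromosome 4, 148612382 to 148627019) is the factor that the study followed. Its level was 110 ± 35.9 CPM in Ag and 158 ± 15.6 CPM in Ag+Costim (SD, n = 5 per group). Individual Ag libraries held 77.8, 162, 92.7, 85.4 and 134 CPM, and the Ag+Costim libraries held 147, 155, 142, 181 and 165 CPM, so the groups overlapped. The log2 fold change was 0.51 (SE 0.21) with a BH value of 0.261 in edgeR, and 0.41 with an adjusted p of 0.0754 in DESeq2. With sample weights, the later choice, it was 0.88 with a BH value of 8.2e-05 in limma. Ikzf1 (ENSMUSG00000018654.17, chromosome 11, 11685003 to 11772926) rose from 140 ± 14.97 to 242 ± 19.2 CPM without overlap (SD, n = 5 per group). Its log2 fold change was 0.78 (SE 0.13), with a BH value of 0.117 in edgeR and an adjusted p of 4.9e-04 in DESeq2.

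Canonical activation genes were examined to ask whether the transcription factors that drive T cell activation rose further with costimulation. Of the 16 genes, 13 had a log2 fold change in edgeR between -0.5 and 0.5, 0 lay above 0.5 and 3 lay below -0.5. These 3 were Fos (-1.05), Fosb (-0.85) and Fosl2 (-0.67), with 0.837, 0.446 and 2.92 CPM in Ag+Costim. The counts moved with the filter and scaling. With no filter, Nfkb2 (0.66), Junb (0.60), Batf (0.67) and Nfatc2 (0.82) lay above 0.5, and only Fos (-0.68) below -0.5. With total counts, Rel (-0.70) and Il2 (-0.66) also lay below -0.5, and no gene above 0.5. By edgeR 0 of the 16 passed BH adjustment over all genes or adjusted over the list alone, 2 had an unadjusted p under 0.05, and DESeq2 called 0. Weighted voom, the later choice, called 7 of the 16 in limma: Jun (log2 fold change 1.13, BH 0.0395), Batf (0.98, 9.0e-05), Nfatc2 (0.38, 0.0185) and Junb (0.29, 0.0419) higher, and Fos (-1.66, 0.0152), Fosl2 (-0.91, 7.3e-04) and Rel (-0.78, 0.0028) lower. Nfatc2 alone showed no overlap, at 49.5 ± 11.7 against 67.5 ± 5.11 CPM (SD, n = 5 per group), with a log2 fold change of 0.44. The list's median log2 fold change was 0.09 and its mean -0.08, and limma's camera placed it higher (camera p = 0.289; exact permutation p of the list's level 0.563), so the mean differs in sign from the median and the test. Its median fell below 0 with DESeq2 size factors (-0.03) and with total counts (-0.18). The median lay below that of genes at 10 CPM or more in each of 3 scalings, by -0.15 with TMM and with DESeq2 size factors and -0.18 with total counts. The list includes genes under 10 CPM. With TMM, its 11 genes at 10 CPM or more had a median of 0.16, against 0.24 for all genes at that level.

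The 195 splicing factors were tested as a list to ask whether the splicing machinery rose with costimulation. Their median log2 fold change was 0.45, and 181 were higher in Ag+Costim. Relative to genes at 10 CPM or more, the median was higher by 0.22 with TMM, 0.23 with DESeq2 size factors and 0.25 with total counts. Camera gave p = 1.1e-25 (BH 1.9e-24, 17 lists) and fry p = 0.0068 (BH 0.0385), but camera with an estimated correlation gave p = 0.0734. Camera's p carries little weight here, since all 100 splits of the libraries gave p under 0.05 for this list. Over all genes edgeR called 0 members, 87 had an unadjusted p under 0.05, and DESeq2 called 49. Adjusted over the list alone edgeR called 38, though the study named the spliceosome from related libraries, so this is not independent evidence. In 50 members every Ag+Costim library lay above every Ag library, and in 0 below. The list's level per library was 6.50 ± 0.38 log2 CPM in Ag and 7.02 ± 0.06 in Ag+Costim, without overlap (SD, n = 5 per group; exact permutation p = 0.0079, the smallest possible, BH 0.0337). Ag replicates 2 and 5, both at 6.89, lay close to the lowest Ag+Costim library (6.956). The size of the difference came mostly from Ag replicates 1, 3 and 4, at 6.065, 6.443 and 6.196. No setting left out Ag replicates 1 and 4 together.

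Other growth-related lists moved in the same direction. Cell cycle genes had a median log2 fold change of 0.92, ribosome biogenesis genes 0.65, cleavage and polyadenylation factors 0.43 and proteasome genes 0.40. The level of the ribosome biogenesis list rose by 0.75 log2 CPM and that of cleavage and polyadenylation factors by 0.50, each with an exact permutation p of 0.0079 (BH 0.0337). For ribosome biogenesis too, Ag replicates 2 and 5 (6.456 and 6.586) lay close to the lowest Ag+Costim library (6.629). For cell cycle genes the exact permutation p was 0.0317 (BH 0.108) and for proteasome genes 0.159 (BH 0.385). Core spliceosome components had a median of 0.42 and an exact permutation p of 0.0794 (BH 0.225), and splicing regulators 0.51 and 0.0079 (BH 0.0337). Effector genes had a median of 0.24 (exact permutation p 0.214), naive and memory genes -0.45 (0.230) and ribosomal protein genes -0.02 (0.786). Camera placed cell cycle, proteasome, ribosome biogenesis and naive and memory genes, both parts of the splicing list and cleavage and polyadenylation factors past a BH of 0.05, but effector genes had a camera BH of 0.0537. At an unadjusted p of 0.05, splicing regulators and cleavage and polyadenylation factors held under both fry and an estimated correlation. Ribosome biogenesis genes and core spliceosome components held under fry alone (fry BH 0.0565 and 0.0726), and cell cycle, proteasome and naive and memory genes under neither.

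**Figure D2:**
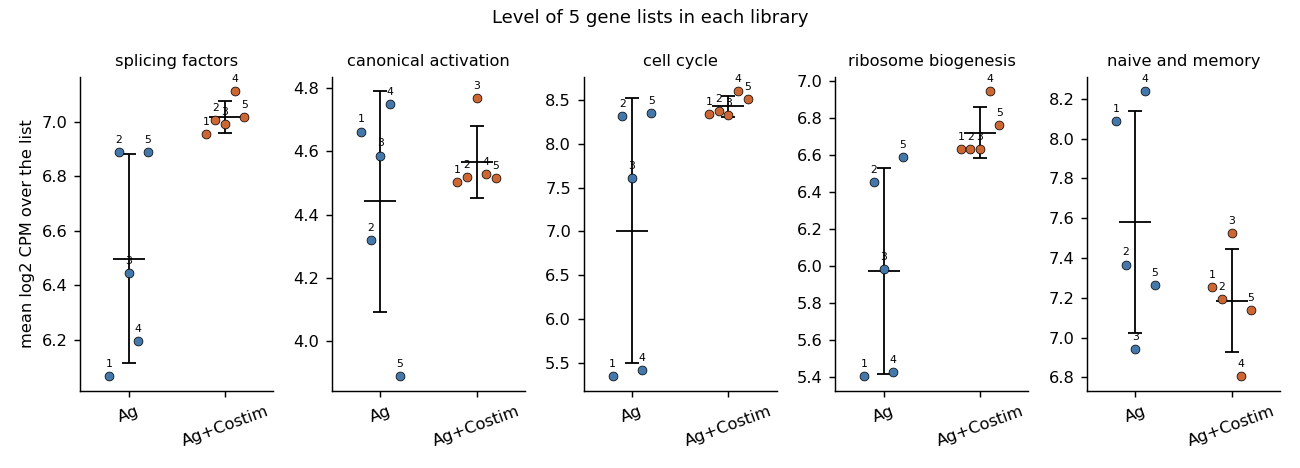
Mean log2 CPM of 5 gene lists (y axes) in each Ag (blue) and Ag+Costim (orange) library, with the replicate number beside each point; bars show the mean and SD of 5 libraries. Splicing factors and ribosome biogenesis genes were higher in every Ag+Costim library than in every Ag library, while cell cycle levels ran from 5.35 to 8.35 within Ag.

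To ask whether costimulation changed which transcripts a gene produced, transcript usage was tested in 10441 genes with 46774 transcripts. At BH under 0.05 and a change of share over 0.1, edgeR's diffSpliceDGE called 31 genes, and 652 had an unadjusted p under 0.05. On simulated data it called more unchanged genes than its threshold aims at, so part of the 31 may be false calls. The alternative that moved the number of genes called most was limma's diffSplice, with 143 genes, 19 of them among the 31. Leaving out 1 library gave between 33 genes (without Ag+Costim replicate 4) and 94 genes (without Ag replicate 5), and 20 of the 31 were called whichever library was left out. In 27 of the 31 genes the transcript that changed most was protein-coding, in 2 it was annotated as subject to nonsense-mediated decay and in 1 as a retained intron. In 10 genes its share did not overlap between the groups, but the 0.794% that chance gives holds for genes not chosen by their difference and is no measure for these.

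Transcripts were named from the 4 genes with the largest change. The transcript Slc7a3-201 (chromosome X, 101079210 to 101086020) held 94.4 ± 2.98% of the gene's counts in Ag+Costim (SD, n = 5). In the 4 Ag libraries with counts on the gene it held 0 of 815 counts, which allows a share of up to 0.368%. Plekhh3-206 (chromosome 11, 101162679 to 101171351) held 78.7 ± 16.0% in Ag+Costim (SD, n = 5) and 0 of 695 counts in Ag, which allows up to 0.432%. Sestd1-201 (chromosome 2, 77180340 to 77280592) held 43.0 ± 11.5% in Ag+Costim (SD, n = 5) and 0 of 3814 counts in Ag, which allows up to 0.0787%. These genes were at low levels, with 0.640 CPM in Ag for Slc7a3, 0.846 for Plekhh3 and 4.22 for Sestd1. Ep400-204 (chromosome 5, 110664373 to 110770717) held 86.0 ± 1.74% in Ag+Costim and 36.4 ± 31.2% in Ag (SD, n = 5 per group), with 85.9% in Ag replicate 4. The change of the share was 49.6 percentage points, and 62.0 without Ag replicate 4. The BH values in edgeR were 0.0186 for Slc7a3, 0.0029 for Plekhh3, 0.0020 for Ep400 and 3.2e-05 for Sestd1. With limma's diffSplice Ep400 was no longer called (BH 0.0718), and Slc7a3 was not tested with at least 50 counts in 5 libraries.

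**Figure D3:**
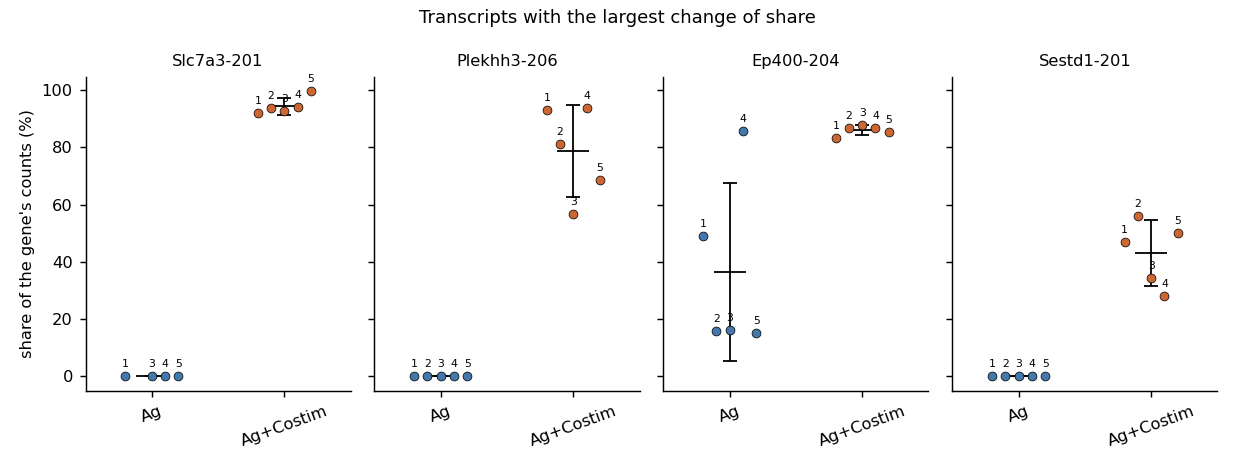
Share of the gene's counts (y axis, percent) held by the named transcript of Slc7a3, Plekhh3, Ep400 and Sestd1 in each Ag (blue) and Ag+Costim (orange) library, with the replicate number beside each point; bars show mean and SD. Slc7a3 has no share in Ag replicate 2, which held no counts on that gene, and Ep400 in Ag replicate 4 (85.9%) lay among the Ag+Costim libraries.

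Transcripts annotated as targets of nonsense-mediated decay held 2.86 ± 1.19% of the counts on protein-coding genes in Ag and 2.501 ± 0.064% in Ag+Costim (SD, n = 5 per group). The difference of -0.357 percentage points was smaller than the spread between Ag libraries (two-sided exact permutation p = 0.524). Its sign changed without Ag replicate 1 (0.0199 percentage points) and when the share was averaged within genes (0.185 percentage points). Retained intron transcripts held 4.03 ± 1.48% in Ag and 2.89 ± 0.25% in Ag+Costim (SD, n = 5 per group). This difference of -1.13 percentage points was also within the spread of the Ag libraries (exact permutation p = 0.143). Without Ag replicate 5, which had the lowest share (2.25%), it was -1.58 (exact permutation p = 0.0238). Shares in the Ag libraries were 5.56, 2.82, 4.14, 5.36 and 2.25%.

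Splicing events were taken from the authors' deposited table, which gives 1 PSI value per group and so has no replicate check. Of the 138940 events in the authors' deposited table, 1464 in 950 genes passed a probability over 0.9 and a PSI difference over 0.05 in either direction. By type, the authors' deposited table held 707 tandem ends (alternative polyadenylation, 48.3%), 521 alternative splicing events (35.6%) and 236 tandem starts (16.1%) among them. Within alternative splicing, the authors' deposited table held 366 core exons, 51 alternative acceptors, 46 alternative donors, 30 retained introns, 19 alternative first exons and 9 alternative last exons. PSI was higher in Ag+Costim for 719 events and higher in Ag for 745 in the authors' deposited table. Core exons went both ways in the authors' deposited table, 176 higher in Ag+Costim and 190 higher in Ag, while 25 of 30 retained introns and 37 of 51 alternative acceptors were higher in Ag. At a probability over 0.95 the authors' deposited table left 843 events.

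**Figure D4:**
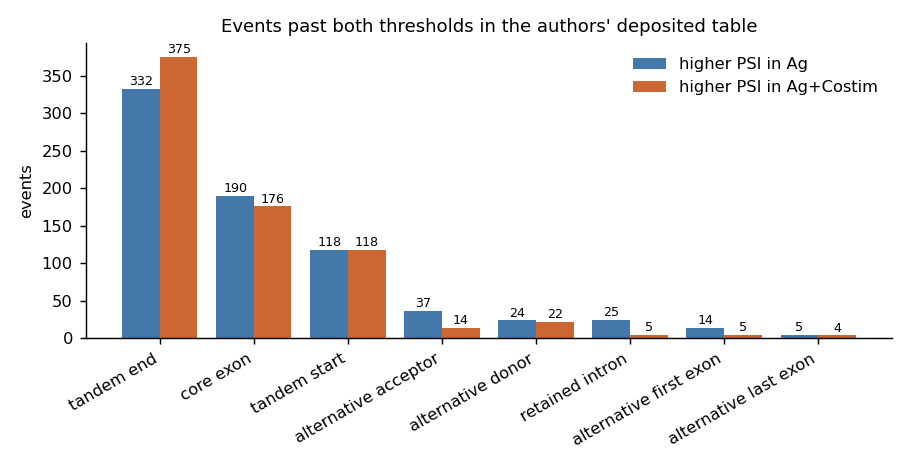
Number of events (y axis) of each type (x axis) past both thresholds in the authors' deposited table, with PSI higher in Ag (blue) or in Ag+Costim (orange). In the authors' deposited table, 25 of the 30 retained introns were higher in Ag and 375 of the 707 tandem ends were higher in Ag+Costim.

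Expression of the genes behind these events was read from the counts. Of the 1464 events in the authors' deposited table, 1424 could be matched to the counts of 1 gene, and 342 of these (24.02%) lay in genes under 1 CPM in both groups. Among all matched events of the authors' deposited table that share was 4.39%. The median CPM of the gene was 5.07 for events past the thresholds of the authors' deposited table and 36.6 for all of its events. In genes at 10 CPM or more, 629 events in 434 genes of the authors' deposited table passed.

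The largest differences lay in genes at low levels. In the authors' deposited table, the tandem end of Armc2 at chromosome 10, 41915000 to 41917219, had a PSI of 0.0177 in Ag and 0.955 in Ag+Costim. For Sult1b1 (chromosome 5, 87513339 to 87513365) the authors' deposited table gave 0.0284 and 0.946, and for Btbd16 (chromosome 7, 130824461 to 130825899) it gave 0.0496 and 0.9499. The core exon of Dnah1 at chromosome 14, 31316113 to 31316269, had 0.0356 and 0.919 in the authors' deposited table. In the other direction, the 3' UTR node of Rgs8 at chromosome 1, 153697668 to 153700323, had 0.971 in Ag and 0.0915 in Ag+Costim in the authors' deposited table, beside the partner nodes of Armc2, Sult1b1 and Btbd16. With plain library totals, these genes had 0.379, 0.0182, 0.0618, 0.110 and 0.0680 CPM in Ag+Costim.

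Events in genes that the study's text names were looked up in the same way. For the 3' UTR of Ikzf1, the authors' deposited table gave the distal node (chromosome 11, 11772113 to 11772926) a PSI of 0.511 in Ag and 0.264 in Ag+Costim, and the proximal node (11769799 to 11772112) 0.480 and 0.651. In Dlg1, the node at chromosome 16, 31872685 to 31873346, went from 0.0157 to 0.615 in the authors' deposited table, and in Tcf12 the node at chromosome 9, 71844723 to 71845511, went from 0.0646 to 0.366. The adjoining node of Dlg1 (31873347 to 31873350), 4 bases long, went from 0.582 to 0.0554 in the authors' deposited table. The intron of Dhx30 at chromosome 9, 110115162 to 110115490, was retained at 0.420 in Ag and 0.236 in Ag+Costim in the authors' deposited table. From the transcript counts, inclusion of that intron was 0.294 ± 0.170 in Ag and 0.230 ± 0.194 in Ag+Costim (SD, n = 5 per group; exact permutation p = 0.587), so the difference was within the spread of the libraries. Tandem ends of Sos2, Atf2, Skp2 and Mbnl1 also passed, with PSI differences (Ag+Costim minus Ag) of 0.0981, 0.112, 0.0711 and -0.166 in the authors' deposited table, the node of Mbnl1 being 17 bases long. The Sos2 value is that of the node at chromosome 12, 69585089 to 69585632. Its node at 69583766 to 69584852 also passed, with -0.0982 in the authors' deposited table. For Stat4 (25 events) and Fyb (16 events), 0 passed in the authors' deposited table. The study reported events of these genes from Tardbp knockout against control cells, which is a different comparison.

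Averages over all events gave small differences between the groups. The mean core exon PSI was 0.958 in Ag and 0.961 in Ag+Costim over 108413 events of the authors' deposited table. Over the 19920 events with a mean PSI between 0.05 and 0.95 in the authors' deposited table it was 0.854 and 0.853, the opposite direction. Of all 108413 core exons in the authors' deposited table, 86307 had a higher PSI in Ag+Costim and 22106 in Ag. Of the 19920, 9759 were higher in Ag+Costim and 10160 lower. The mean retained intron PSI was 0.517 in Ag and 0.488 in Ag+Costim over 969 events of the authors' deposited table. The mean position of the tandem ends used, from 0 (proximal) to 1 (distal), was 0.481 in Ag and 0.451 in Ag+Costim over 5638 genes of the authors' deposited table. Of the 409 genes with a tandem end past both thresholds in the authors' deposited table, 304 used more proximal ends in Ag+Costim.

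The transcript counts gave the same measures in each library. Inclusion of 12364 core exons was 0.845 ± 0.003 in Ag and 0.841 ± 0.001 in Ag+Costim (SD, n = 5 per group; exact permutation p = 0.0238), a direction opposite to that of the mean PSI over all core exons. In genes at 10 CPM or more the exact permutation p was 0.222, and without Ag+Costim replicate 1, 2, 3 or 5 it was 0.0794, 0.0714, 0.0794 and 0.0794, so that the call is lost without any of these 4. Over the 3800 core exons with a mean between 0.05 and 0.95 the difference was -0.0105 (exact permutation p = 0.0159). Inclusion of 869 retained introns was 0.481 ± 0.019 in Ag and 0.465 ± 0.005 in Ag+Costim (SD, n = 5 per group; exact permutation p = 0.127). Distal end usage over 4282 genes was 0.790 ± 0.004 in Ag and 0.782 ± 0.002 in Ag+Costim, without overlap (SD, n = 5 per group; exact permutation p = 0.0079, the smallest possible). These 3 tests were chosen after the data were seen, and BH adjustment was not applied to them. Of the 366 core exon events past the thresholds in the authors' deposited table, 138 had values from transcript counts, and 105 of these (76.1%) changed in the same direction. In genes under 10 CPM it was 39 of 60 (65.0%) for the authors' deposited table, and over all 12364 core exons with both values 5446 (44.0%). In genes at 10 CPM or more, 65 of 77 core exon events of the authors' deposited table (84.4%) had the same direction, and 6 of the 77 (7.79%) did not overlap between the groups in the transcript counts. Chance gives 0.794% for events not chosen by their difference, which these were, from the same libraries.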

Values the study reported

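With Whippet, the study counted 1464 isoform changes in 950 genes when Ag+Costim was set against Ag. Of these, 48.3% were alternative polyadenylation, 35.6% alternative splicing and 16.1% alternative transcription starts. Core exons made up 70.2% of the alternative splicing events. The study gave 5.8% of them as retained introns.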

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

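The tests in this part were chosen after the values had been seen. In 116 groups of 5 libraries, the highest or lowest library was compared with the nearest of the others by Dixon's test at 95%. It marked 7 values, where chance would mark 5.8 (1 in 20), so that no single one of them weighs much.

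Ag replicate 3 had 3746 CPM on olfactory and vomeronasal receptor genes, far from the other Ag libraries (26.6 to 483 CPM). Among these receptor genes, exon length and CPM in that library had a Spearman rho of 0.708. Reads that fall on the genome at random, from DNA or unspliced RNA, may therefore account for this signal, and the test could have come out the other way. No biological explanation was tested. The same library held the fewest counts (59.6 M), and its level of myeloid markers was 4.08 log2 CPM, against 2.60 to 2.93 in the other Ag libraries. Ag+Costim replicate 3 had a similar myeloid level (4.07). Whether other cells brought this signal was not tested.

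Among the Ag+Costim libraries, replicate 1 had 20.1% of its counts on its 100 genes with most counts (19.6 to 19.7% in the others). Replicate 3 had a canonical activation level of 4.77 log2 CPM (4.50 to 4.53 in the others). Replicate 4 had a proteasome level of 8.54 (8.37 to 8.39) and a ribosomal protein level of 9.08 (8.93 to 8.94). Replicate 5 had 12.7 CPM of Rel (16.4 to 17.7 in the others). Each of these stands out because the other 4 libraries lie close together. No technical or biological explanation was tested for them.

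Entries with a number in place of a gene identifier, which no comparison used, held 0.0603% of all counts. They had 749, 625, 3087, 474 and 687 CPM in Ag replicates 1 to 5 and between 458 and 584 CPM in the Ag+Costim libraries, above the 0.00469 to 0.0503 CPM that a count of 0 allows. The highest value lay in Ag replicate 3, the library with the most receptor signal. What these entries stand for was not determined, and no explanation was tested.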

How the results depend on the processing

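Weighted voom, the restrictions to genes at 1 or 10 CPM, thinning (other than as a test of the splicing list), the upper quartile for genes without overlap and the measures from transcript counts were chosen after the data had been seen. Of 778 alternatives compared, 653 kept the direction and side of the threshold (or stayed within the spread), 31 were weaker, 28 stronger, 21 moved and 45 reversed. As edgeR called 0 genes in every setting, the named genes could only change sign there. For the measures from transcript counts, the replicate block was judged by sign alone, as a sign-flip test of 5 pairs allows no p under 0.0625. The 653 therefore overstate how much was put to a test. Where no cause is named below, the cause was not tested.

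The number of genes called was 0 by edgeR under each scaling, filter, block and left-out library (lowest BH 0.0516, without Ag replicate 5; 4501 genes at an unadjusted p under 0.05 with TMM). It was 8064 by DESeq2 and 12632 by weighted voom. At an unadjusted p under 0.05, edgeR gave between 2766 genes (without Ag+Costim replicate 4) and 9197 (without Ag replicate 5). Of such genes, 804 of 5103 were higher in Ag+Costim with the upper quartile, and 1959 of 2419 with the replicate block. Tardbp had log2 fold changes from 0.29 to 0.88 and BH values from 8.2e-05 to 0.496 over all alternatives. It passed the threshold with weighted voom alone (0.88).

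The splicing list stayed higher, with p = 0.0734 in camera at an estimated correlation. Camera's direction against the other genes turned to lower for the canonical list with total counts (camera p 0.993), at least 50 counts (0.8002) and genes at 10 CPM or more (0.648), and for the effector list in genes at 10 CPM or more (0.806). In genes at 10 CPM or more the medians themselves stayed above 0 (0.16 and 0.27). Camera's direction for ribosomal protein genes, higher in the main setting (camera p 0.582), also moved. It was lower with total counts (8.7e-04), in genes at 10 CPM or more (4.3e-05) and without Ag replicate 3 (0.0041). Without Ag replicate 5 it was higher (8.5e-06). Leaving out 1 library gave the effector list camera p from 5.6e-04 (without Ag replicate 5) to 0.198 (without Ag replicate 3), and naive and memory genes 4.3e-05 (without Ag replicate 3) to 0.196 (without Ag replicate 2). The median log2 fold change of the effector list was 0.04 without Ag replicate 1 and 0.61 without Ag replicate 5. That of naive and memory genes was -0.24 without Ag replicate 4 and -0.61 without Ag replicate 3.

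These canonical genes changed sign, all without a call in edgeR. With total counts, the log2 fold change was -0.10 for Nfkb1, -0.14 for Rela, -0.13 for Jun, -0.29 for Jund, -0.17 for Nfatc1 and -0.19 for Nfatc3. With the upper quartile it was -0.0513, -0.10, -0.13, -0.23, -0.0939 and -0.12 in the same order. With DESeq2 size factors it was -0.0022 for Rela, -0.0421 for Jun, -0.13 for Jund and -0.0195 for Nfatc3. DESeq2 gave -0.0337 for Jun, -0.12 for Jund and -0.0088 for Nfatc3. Weighted voom gave -0.28 for Jund, -0.14 for Nfatc1 and -0.0812 for Nfatc3. At least 50 counts gave -0.0449 for Jun, -0.11 for Jund and -0.0081 for Nfatc3, and no filter gave 0.14 for Relb. Without 1 library, Jun ran from -0.16 (without Ag replicate 1) to 0.59 (without Ag replicate 2) and Jund from -0.17 (without Ag+Costim replicate 3) to 0.13 (without Ag+Costim replicate 1).

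Transcript usage gave 143 genes with limma's diffSplice and 19 with at least 50 counts in at least 5 libraries, which tests fewer genes. Without 1 library it gave 33 (without Ag+Costim replicate 4) to 94 (without Ag replicate 5). Genes without overlap at 10 CPM or more fell to 450 with the upper quartile. The share of decay transcripts changed by 0.185 percentage points as a mean within genes, and by -0.638 (without Ag replicate 2) to 0.0199 (without Ag replicate 1). The share of retained intron transcripts changed by -1.58 (without Ag replicate 5) to -0.750 (without Ag replicate 1).

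Events past the thresholds in the authors' deposited table numbered 843 at a probability over 0.95, 629 in genes at 10 CPM or more and 806 in genes at 1 CPM or more in both groups, and lay in 950 genes. The mean core exon difference in the authors' deposited table was -0.00248 as a median over events between 0.05 and 0.95, -0.00061 as their mean and 0.00131 with 1 event per gene. That of retained introns in the authors' deposited table was -0.0583 as such a median, -0.0437 as such a mean and -0.0164 in genes at 10 CPM or more. Distal end usage in the authors' deposited table changed by -0.0360 for positions between 0.05 and 0.95 and by -0.0166 in genes at 10 CPM or more. From transcript counts, core exon inclusion changed by -0.00192 in genes at 10 CPM or more (exact permutation p 0.222), and by -0.00408 (without Ag replicate 1) to -0.00247 (without Ag replicate 3). Retained intron inclusion changed by -0.0225 (without Ag replicate 5) to -0.0119 (without Ag replicate 3).

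The replicate number as a block gave 0 genes in edgeR (2419 at an unadjusted p under 0.05), a Tardbp log2 fold change of 0.57, 30 genes in transcript usage (15 of the 31; of the 4 named, Slc7a3 at BH 0.133, Plekhh3 at 0.0565 and Ep400 at 1 were lost) and reversed signs for Fos (0.0853), Fosb (0.0245) and Jund (-0.0182). Residuals of libraries with the same number correlated by 0.1127, -0.02, -0.06, -0.10 and 0.03, and other pairs by -0.13 to 0.1065. Only replicate 1 thus lay above the other pairs, and by little. In both groups, however, Xist was highest in replicates 1, 2 and 5 and Ddx3y in replicates 3 and 4. Whether the numbers pair the libraries therefore stays open. Not run were the comparisons with Naive and, for PSI values, completeness, depth, limma, block and leave-one-out, since the table gives 1 value per group. Thinned to 59.6 M counts, edgeR tested 16683 genes and called 0, with 3505 at an unadjusted p under 0.05.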

Other observations

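The tests of growth genes and library size for the splicing list and the counts of splits for genes called and transcript usage were written before the data were examined; the other tests in this part were chosen after the result was seen. Counts of splits use 100 of the 126 splits, the real one included. For the 0 genes that edgeR called (DESeq2 called 8064 and weighted voom 12632) the count is fixed in advance, since all 100 have at least 0, and it decides nothing. At an unadjusted p under 0.05, 12 of the 100 had at least the 4501 genes of the real groups. In transcript usage, 2 of 100 gave at least 31 genes. The other splits gave a median of 7 genes (2 to 43), so part of the 31 may be called without a difference between the groups. Only the real groups, 1 of 100, gave as many as 995 genes without overlap at 10 CPM or more, where chance gives 0.794% of genes. The camera p of the canonical list was as small in 67 of 100 splits.

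For the splicing list, 2 of 100 splits gave a camera p as small as 1.1e-25, but all 100 gave p under 0.05, so that camera's threshold does not separate these groups from others. Thinned to one depth, the list kept a median log2 fold change of 0.34, which argues against library size as the whole cause. A general rise of growth and division genes stays open, since cell cycle genes had a median of 0.92. The higher splicing list may thus be part of such a rise.

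The Ag libraries spread more than the Ag+Costim libraries. Thinned to one depth, the ratio of the dispersions was 11.9, and among genes at 10 CPM or more 9.58, so neither depth nor genes near the floor accounts for it. Ag replicates 1 and 4 had cell cycle levels of 5.35 and 5.43 log2 CPM and 11.5 and 20.9 CPM of Gzmb, while the other 8 libraries had at least 7.61 and 224. Dilution by RNA of other cells would lower T cell genes, but the lowest ratio of 6 of them to their median was 1.18. An exchange with Ag+Costim libraries would leave a partner out of place there, and the lowest correlation within that group was 0.956. The naive and memory levels of the same 2 libraries were 8.09 and 8.24, against 6.81 to 7.53 in the others, so that less activated cells at collection may be a candidate explanation. Libraries of another group under these labels cannot be told apart from this, because the correlation of 0.968 between the 2 libraries would be found under both and Naive counts were not analysed here.

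Of the genes that DESeq2 called lower, 536 were olfactory or vomeronasal receptor genes, so that background signal in a few Ag libraries may account for part of that count. Retained intron transcripts held 4.14% of counts in Ag replicate 3, the library with the most receptor signal, but 5.56 and 5.36% in Ag replicates 1 and 4. The mean share within genes followed the order of the receptor signal (11.2, 10.1, 9.26, 6.10 and 4.97% in Ag replicates 3, 1, 4, 2 and 5), and so did retained intron inclusion (0.4963, 0.4926, 0.4920, 0.4692 and 0.4536). Background may therefore be part of the cause and stays open, as the measures differ on it.

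In the authors' deposited table, 4.33% of events passed in genes under 1 CPM in Ag+Costim and 0.616% in genes at 10 CPM or more. Noise near the floor may account for part of the events of the authors' deposited table. In genes at 10 CPM or more, 84.4% of 77 core exon events of the authors' deposited table moved in the same direction in the transcript counts. Both measures come from the same reads and would share their noise, so noise stays open there too.

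Xist was at 200, 99.6, 35.7, 1.25 and 48.4 CPM in Ag replicates 1 to 5, and at 117, 99.6, 0.197, 0.251 and 83.6 CPM in Ag+Costim replicates 1 to 5. In Ag replicate 3, 4 Y-linked genes exceeded 1 CPM (Ddx3y 17.2, Eif2s3y 15.9, Kdm5d 12.95 and Uty 8.32 CPM) beside Xist. Ag replicate 5 also had all 4 over 1 CPM (2.49, 12.9, 2.00 and 2.76 CPM in the same order), and Ag replicate 2 had 7.72 CPM of Eif2s3y and 1.57 of Kdm5d. RNA of both sexes in one library stays open, as no value other than these was found to decide it, and whether animals were pooled was not tested.

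Camera placed B cell markers lower in Ag+Costim (median log2 fold change -2.10, camera p 0.0042) and erythroid markers too (-3.83, 0.0045), but fry gave p = 0.245 and 0.181, and exact permutation tests of their levels 0.373 and 0.246. Cd79a was at 32.3, 2.22, 111, 40.6 and 1.08 CPM in the Ag libraries and Hbb-bs reached 376 CPM in Ag replicate 3. Without that library the median log2 fold changes were smaller, -1.40 for B cell and -1.50 for erythroid markers (camera p 0.0183 and 0.0094). Myeloid markers (0.08, camera p 0.115), CD4 T cell markers (-1.22, camera p 0.294), sex genes (-0.12, camera p 0.228) and canonical genes without AP-1 members (0.13, camera p 0.352) did not pass in the main setting. Sex genes had an unadjusted camera p of 0.0044 in genes at 10 CPM or more and 0.0378 with the replicate block. Myeloid markers had 0.0370 without Ag replicate 3 and 0.0089 without Ag+Costim replicate 2.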
